A study of Mus musculus with 26 samples. Its data were reported in "Epigenome-Guided Analysis of the Transcriptome of Plaque Macrophages during Atherosclerosis Regression Reveals Activation of the Wnt Signaling Pathway" (2014).

How the data were processed

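CD68+ cells of aortic root plaque were profiled on 26 arrays, each from the captured cells of a mouse. CD68 is a glycoprotein of macrophage lysosomes that served here as the marker for capture. According to the labels, mice were weaned at 4 weeks of age onto a Western diet for 16 weeks, were switched to chow, and then received 4 injections of 500 µg poly I:C or of saline on alternate days. Tissue was taken 7 days after the last injection. Frozen aortic roots were sectioned at 6 µm, stained guide slides marked the CD68+ areas, and cells were taken by laser capture onto 2 caps per animal. Their RNA was amplified before labelling and hybridization to Affymetrix Mouse Exon 1.0 ST arrays, so the measured levels also carry the error of capture and amplification.

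The deposited values are log2 intensities that the authors made by Robust Multichip Average, which adjusts the background, quantile-normalizes the probes and summarizes them per probeset. The submitters' processing notes name Affymetrix Power Tools 1.10.2, and the study's methods name transcript-level probesets of the CustomCDF project derived from Ensembl transcripts. The deposited log2 table was not centred per feature and held 81690 transcript features without a missing value, between 2.22 and 14.3. Array medians lay between 6.42 and 6.58. The study's methods also used a detection filter computed from exon-level probesets; those exon-level values were not used here, and a filter on the mean took its place.

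Samples were grouped by the strain, sex and treatment given in their labels, and replicate numbers came from the sample titles. The features carry Ensembl transcript identifiers, and the files used here do not pair them with gene names. The supplied RefSeq gene table matched 0 of the identifiers, and no name was guessed. For this reason the unit of analysis was the transcript feature and not the gene. The planned rule had named the 10 genes with the smallest p in each direction for the treatment comparison, the 5 in each direction for the others, and fixed genes such as Mttp. Without names it was reduced, after the table was seen, to the 2 features with the smallest limma p in each direction of a comparison. The planned gene lists, cell type markers, comparison with the study's gene lists and check of Mttp were not run, so the cell composition of the captured material and the state of Mttp were not examined. These were changes from the plan fixed before the data were examined.

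Features with identical values on the 26 arrays were merged, which removed 2863 features and left 78827. Features were kept when their mean over the 26 arrays was at or above the median of such means, 6.51 on the log2 scale, which left 39414 features. Limma 3.58.1 in R 4.3.3 was used, with the data.table package (version 1.17.8) for reading and empirical Bayes moderation at a proportion of 0.03, the value in the study's methods. The treatment effect came from the 24 Reversa arrays with sex as an additive factor. Effects within each sex and their difference came from a model of the sex and treatment groups on the same arrays. The Ldlr-/- comparisons came from all 26 arrays with sex as an additive factor, because 2 arrays alone estimate the spread poorly. P-values were two-sided. Counts are given at an unadjusted p under 0.01, the study's threshold, and at a Benjamini-Hochberg adjusted p under 0.05 over the 39414 features tested. Transcripts of a gene share probes, so features are not independent of each other.

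The fit was tested on simulated data with the spread of the Reversa arrays and 200 of the 39414 features changed between poly I:C and saline. For a 2-fold change, 98.5% of the changed features were recovered at p under 0.01 and 93.5% at adjusted p under 0.05. For a 1.41-fold change the shares were 82% and 42.5%. The simulated features varied independently, which the real ones did not. The number of arrays limits the precision: the median 95% half-width of a log2 fold change was 0.26 for the treatment effect, 0.36 within a sex, 0.50 for the sex by treatment interaction and 0.50 for Ldlr-/- against Reversa saline.

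The width of each array's values was measured as the interquartile range over the 78827 distinct features, and its group differences were tested by exact permutation. No 2 arrays were copies of each other, the highest correlation between arrays being 0.983. Alternatives fixed before the data were examined were no filter, quantile normalization between arrays, subtraction of the array median, array quality weights, eBayes with trend and robust moderation, a block for the replicate number, and for some results all 26 arrays, male arrays only or 1 Ldlr-/- array left out. After the data were seen, a filter at the 0.75 quantile of means, unmerged features, the interquartile range as a covariate, the fit without the 2 arrays of lowest width, the fit without male saline array 6 and a block by replicate number within treatment for males against females were added. Figures were drawn with matplotlib 3.10.9.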

Results

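The Reversa mouse lacks the LDL receptor and carries a loxP-flanked Mttp gene with an Mx1:Cre transgene. Mttp encodes the microsomal triglyceride transfer protein, which loads lipid onto apolipoprotein B in the liver. Injection of poly I:C, a synthetic double-stranded RNA, induces the recombinase and silences hepatic Mttp, so that plasma lipids fall. The data set held 6 arrays each of Reversa males given saline, Reversa males given poly I:C, Reversa females given saline and Reversa females given poly I:C, together with 2 arrays of Ldlr-/- males given poly I:C. The last group received the same injection without a floxed Mttp gene. All levels below are log2 intensities of transcript features, named by their identifiers because the files used here do not pair them with genes.

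Levels on the arrays were similar at the centre and differed in their width. The median correlation of an array with the others ranged from 0.841 for array 1 of the poly I:C-treated females to 0.924 for array 2 of the saline-treated males. The interquartile range was 2.22 ± 0.12 (SD, n = 6) in saline-treated males and 2.41 ± 0.08 (SD, n = 6) in poly I:C-treated males. It was 2.22 ± 0.14 (SD, n = 6) in saline-treated females and 2.01 ± 0.18 (SD, n = 6) in poly I:C-treated females. In males the poly I:C arrays were wider by 0.18 (exact permutation test over 924 splits, two-sided p = 0.0195), and in females the poly I:C arrays were narrower, with a difference of -0.21 (exact permutation test, two-sided p = 0.0649). The difference between these effects was 0.39 (exact permutation test within sex, two-sided p = 0.00174). The narrowest arrays were poly I:C-treated females 1 and 2, at 1.75 and 1.81. The first 4 principal components of the kept features held 21.1%, 14.7%, 11.0% and 7.12% of the variance. On the first component the Reversa arrays split by the listed order of samples. A run from poly I:C-treated female 1 to poly I:C-treated female 6 scored from 2.66 to 92.3. Reversa arrays outside this run scored from -40.8 to -10.3, and the Ldlr-/- arrays, also outside it, -1.37 and 12.4. The run holds all poly I:C-treated females, saline-treated males 3 to 5 and saline-treated females 1 to 3, but no poly I:C-treated male. On the fourth component, array 6 of the saline-treated males stood at 70.5, with a median correlation to the others of 0.870. The 6 lowest scores, from -31.4 to -15.7, were those of arrays 1 and 2 of the Ldlr-/- males, the poly I:C-treated Reversa males and the saline-treated Reversa males.

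**Figure D1:**
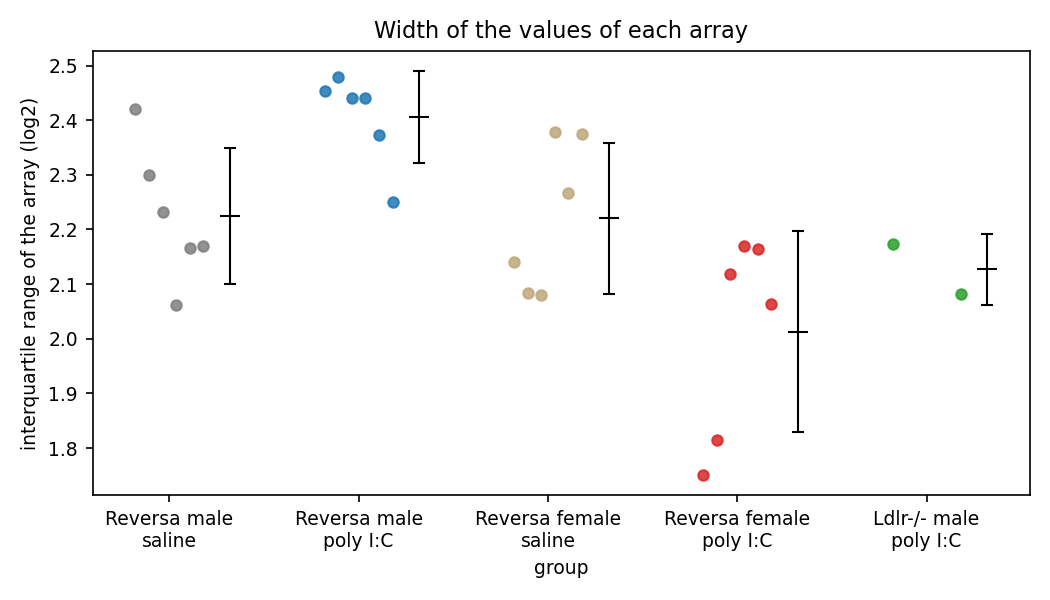
Interquartile range (log2) of the distinct transcript features on each array, by group; points are arrays, and the black mark with its bar beside each group is the mean ± SD. Poly I:C-treated males had the highest mean, 2.41, and poly I:C-treated females the lowest, 2.01, with 2 of their arrays at 1.75 and 1.81.

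Sex was the first check of the labels. Among all distinct features, 20 differed at least 4-fold between the 12 male and 12 female Reversa arrays at adjusted p under 0.05 (limma), and each of the 20 was higher in males. In 19 of them no male value overlapped a female value. Feature ENSMUST00000134820_at was at 10.66 ± 0.37 (SD, n = 12) in males and 3.53 ± 0.42 (SD, n = 12) in females, a log2 difference of 7.13 (SE 0.16, limma adjusted p = 2.80e-22). Feature ENSMUST00000144042_at was at 10.48 ± 0.23 (SD, n = 12) in males and 4.39 ± 0.33 (SD, n = 12) in females, a log2 difference of 6.09 (SE 0.11, limma adjusted p = 2.75e-24). Both Ldlr-/- arrays, labelled male, lay on the male side in all 20 features, at 10.95 and 10.99 for the first feature and at 10.53 and 10.49 for the second. No array contradicted the sex in its label, and the strain and treatment labels were not checked in this way.

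Beyond these features, most sex differences were small. Feature ENSMUST00000033577_at was lower in males, with a log2 difference of -0.68 (SE 0.11, limma adjusted p = 0.0121), and 12 of 12 male arrays lay below the female mean. Feature ENSMUST00000140998_at was also lower in males, with a log2 difference of -0.68 (SE 0.12, limma adjusted p = 0.0158), again in 12 of 12 male arrays. Both were low among the kept features, at percentiles 4.26 and 8.26 of the means. Their male means, 6.29 and 6.32, were under the filter level of 6.51. Both lost the adjusted call in 2 of 10 alternatives, over which the adjusted p of the first ranged from 0.00199 to 0.384. In total 21 features differed between the sexes at adjusted p under 0.05, 17 higher and 4 lower in males. At p under 0.01 the count was 3080, of which 2559 were higher in males, or 83.1%. Quantile normalization between arrays left 2275 features, 52.2% of them higher in males. With each array's interquartile range as a covariate the counts were 671 and 6. Sex also goes partly with the listed order of samples, since most females lie in the run named above and most males outside it. A batch in that order was not separated from sex.

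The main comparison set poly I:C-treated Reversa mice, in which hepatic Mttp is inactivated, against saline-treated ones. The feature with the smallest p, ENSMUST00000169592_at, was at 9.55 ± 0.20 (SD, n = 12) after poly I:C and 8.94 ± 0.39 (SD, n = 12) after saline, 1.53-fold higher (log2 difference 0.61, SE 0.12, p = 3.40e-05, limma adjusted p = 0.973). All 12 poly I:C arrays lay above the saline mean. Its log2 fold change was 0.89 in males and 0.32 in females. Feature ENSMUST00000064941_at followed, at 9.43 ± 0.23 (SD, n = 12) after poly I:C and 8.89 ± 0.39 (SD, n = 12) after saline (log2 difference 0.55, SE 0.13, p = 0.000255), with a log2 fold change of 0.88 in males and 0.21 in females. In the other direction, ENSMUST00000106901_at was at 6.36 ± 0.44 (SD, n = 12) after poly I:C and 6.96 ± 0.28 (SD, n = 12) after saline (log2 difference -0.59, SE 0.15, p = 0.000396). Feature ENSMUST00000097949_at was at 6.56 ± 0.41 (SD, n = 12) and 7.09 ± 0.22 (SD, n = 12), respectively (log2 difference -0.53, SE 0.13, p = 0.000425). The means of these lower features over all arrays lay at percentiles 5.90 and 14.5 of the kept features. After poly I:C, ENSMUST00000106901_at was under the filter level of 6.51. These 4 features passed the unadjusted threshold and failed the correction for multiple tests. They are not 4 independent signs. The first 2 ran close together over the arrays, as at 8.63 and 8.63 in saline-treated male 1 and 9.80 and 9.82 in Ldlr-/- male 1. The other 2 were both lowest in poly I:C-treated female 6, at 5.49 and 5.69. In the Ldlr-/- males, given poly I:C without a floxed Mttp gene, the 4 features were at 9.75, 9.75, 6.18 and 6.35, with log2 differences of 0.91, 0.92, -0.76 and -0.80 from the same saline arrays. Their log2 differences between Reversa and Ldlr-/- poly I:C mice were -0.30, -0.38, 0.16 and 0.27 (limma adjusted p from 0.557 to 0.847), so these arrays do not set Mttp inactivation apart from the injection for them. Because the features were chosen against those saline arrays, part of the shared direction is built in.

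Across the table, 267 features had p under 0.01 for treatment, 103 higher and 164 lower after poly I:C. This was 0.677% of the 39414 features tested, where uniform p-values would give 394. At p under 0.05 there were 1546 features. With limma and Benjamini-Hochberg adjustment, 0 features passed an adjusted p of 0.05, the smallest adjusted p being 0.973. The log2 fold changes of the called features ran from 0.21 to 1.53 in size, with a median of 0.41. The balance of directions depended on the arrays: with array quality weights 229 of 351 features were higher after poly I:C, and without poly I:C-treated females 1 and 2 the count was 152 of 236. Of 100 splits of the arrays within sex, 49 gave as many features as the labelled groups, the labelled one included.

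**Figure D2:**
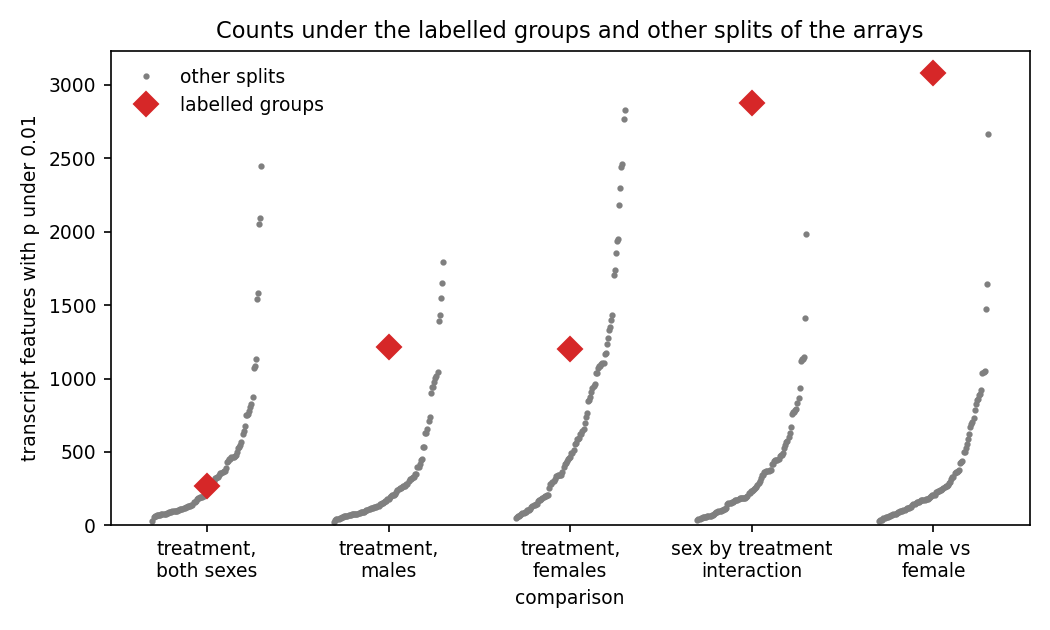
Number of transcript features with p under 0.01 (vertical axis) for each comparison under the labelled groups (red diamonds) and under other splits of the same arrays (grey points, sorted by count). The treatment count of 267 lies amid the other splits, and the interaction and sex counts, 2874 and 3080, lie above them.

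The study's model had sex and treatment as its factors, and the design also allows the treatment effect to be set apart by sex. Feature ENSMUST00000136321_at was higher after poly I:C in males by 1.07 on the log2 scale and lower in females, with a log2 fold change of -0.95; the difference between these effects was 2.02 (SE 0.33, limma adjusted p = 0.0446). All 6 treated males lay above each saline-treated male, and all 6 treated females lay below the female saline mean. Feature ENSMUST00000173061_at had a log2 fold change of 1.31 in males (limma adjusted p = 0.0344) and -0.46 in females, a difference of 1.76 (SE 0.29, limma adjusted p = 0.0446). These calls depended on the processing. The adjusted p of either interaction ranged from 0.0184 to 0.944 over the alternatives and was 0.0825 without a filter, 0.147 after quantile normalization, 0.249 without poly I:C-treated females 1 and 2 and 0.944 with the interquartile range as a covariate. With that covariate the interactions were 1.31 (SE 0.34) for ENSMUST00000173061_at and 1.48 (SE 0.39) for ENSMUST00000136321_at. These were the smallest over the alternatives, where the interactions ranged up to 1.76 and 2.11. The call in males was lost in 5 of 11 alternatives, where the smallest adjusted p of any feature ranged up to 0.511. Features with the opposite pattern did not pass the correction here, but passed it in 2 alternatives: the adjusted p of both was 0.0184 with array quality weights, and without saline-treated male 6 it was 0.0400 for ENSMUST00000103492_at and 0.0381 for ENSMUST00000166152_at (limma). The log2 fold changes of ENSMUST00000103492_at were -0.94 in males and 0.75 in females (difference -1.68, SE 0.35, limma adjusted p = 0.0727), and those of ENSMUST00000166152_at were -0.51 and 0.75 (difference -1.26, SE 0.26, limma adjusted p = 0.0727).

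Within males 1216 features had p under 0.01 for treatment, of which 1130 were higher after poly I:C. Within females the count was 1198, of which 903 were lower, and it was 295 without poly I:C-treated females 1 and 2. The direction in females turned with the processing: 2584 of 3832 features were higher without a filter, and with the interquartile range as a covariate 59.4% were higher in females and 44.0% in males. No feature called in both sexes moved the same way: 69 were called in both, each in opposite directions, where independent lists would share 37.0. The interaction had p under 0.01 in 2874 features, or 7.29% of those tested, and adjusted p under 0.05 in 3. Without saline-treated male 6, 233 features passed the adjusted threshold. With array quality weights the interaction had 4819 features at p under 0.01 and 2553 at adjusted p under 0.05, and males had 5120 and 2804 for treatment, against 1216 and 1. Of the 2874, 2500 were higher in males and lower in females after poly I:C. The median interaction effect over all features was 0.18 on the log2 scale and 0.03 after quantile normalization between arrays, so directions of single features are to be read against that shift. After that normalization the interaction had 1907 features with p under 0.01, 56.8% higher in males against 87.4% before. In males the share of called features that were higher went from 92.9% to 72.9%, and in females from 24.6% to 51.2%. With each array's interquartile range as a covariate, 258 features had p under 0.01 for the interaction and 0 passed the adjusted threshold (limma, with 1703 at p under 0.05). Of the 258, 105 had the higher effect in males and 153 the lower. Without a filter these interaction counts were 2999 and 2744.

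Across features, which are not independent replicates, the male and female log2 fold changes had a Spearman correlation of -0.274. Of 100 splits within sex, 7 gave a correlation as low, the labelled one included, and the lowest of the others was -0.370. The sexes share no arrays in this comparison. Opposite signs were found in 63.6% of all features.

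**Figure D3:**
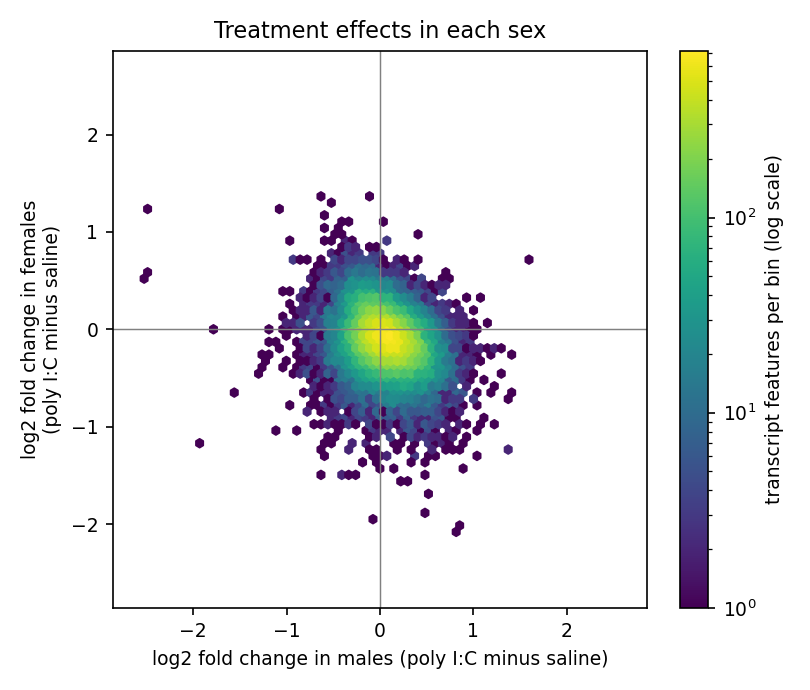
Log2 fold change after poly I:C in males (horizontal axis) against females (vertical axis), as a density of the tested transcript features with a log colour scale. The cloud leans from upper left to lower right, with a Spearman correlation of -0.274.

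Poly I:C-treated Ldlr-/- males served as a control for effects of the injection without Mttp inactivation. They also differed from the Reversa mice in strain, so the contrast holds both. Feature ENSMUST00000032944_at was at 6.28 ± 0.47 (SD, n = 2) in Ldlr-/- males and 10.28 ± 0.30 (SD, n = 12) in saline-treated Reversa mice, with a sex-adjusted log2 difference of -3.94 (SE 0.23, limma adjusted p = 9.21e-12). That is 15.3-fold lower. Poly I:C-treated Reversa mice were at 10.35 ± 0.25 (SD, n = 12). Feature ENSMUST00000135772_at was at 7.68 ± 0.38 (SD, n = 2) against 9.60 ± 0.22 (SD, n = 12), with a log2 difference of -2.01 (SE 0.21, limma adjusted p = 7.74e-06). Feature ENSMUST00000146867_at was higher, at 12.52 ± 0.02 (SD, n = 2) against 10.82 ± 0.36 (SD, n = 12), with a log2 difference of 1.90 (SE 0.25, limma adjusted p = 0.000445). Feature ENSMUST00000031843_at was at 9.09 ± 0.03 (SD, n = 2) against 6.96 ± 0.39 (SD, n = 12), with a log2 difference of 2.23 (SE 0.31, limma adjusted p = 0.000837). For each of the 4 features, both Ldlr-/- arrays lay beyond the range of the 12 saline arrays. The adjusted call was lost in 2 of 13 alternatives for ENSMUST00000031843_at and in 1 of 14 for ENSMUST00000146867_at, each with 1 Ldlr-/- array left out. Over all alternatives their log2 differences lay between 1.93 and 2.43 and between 1.73 and 2.09.

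**Figure D4:**
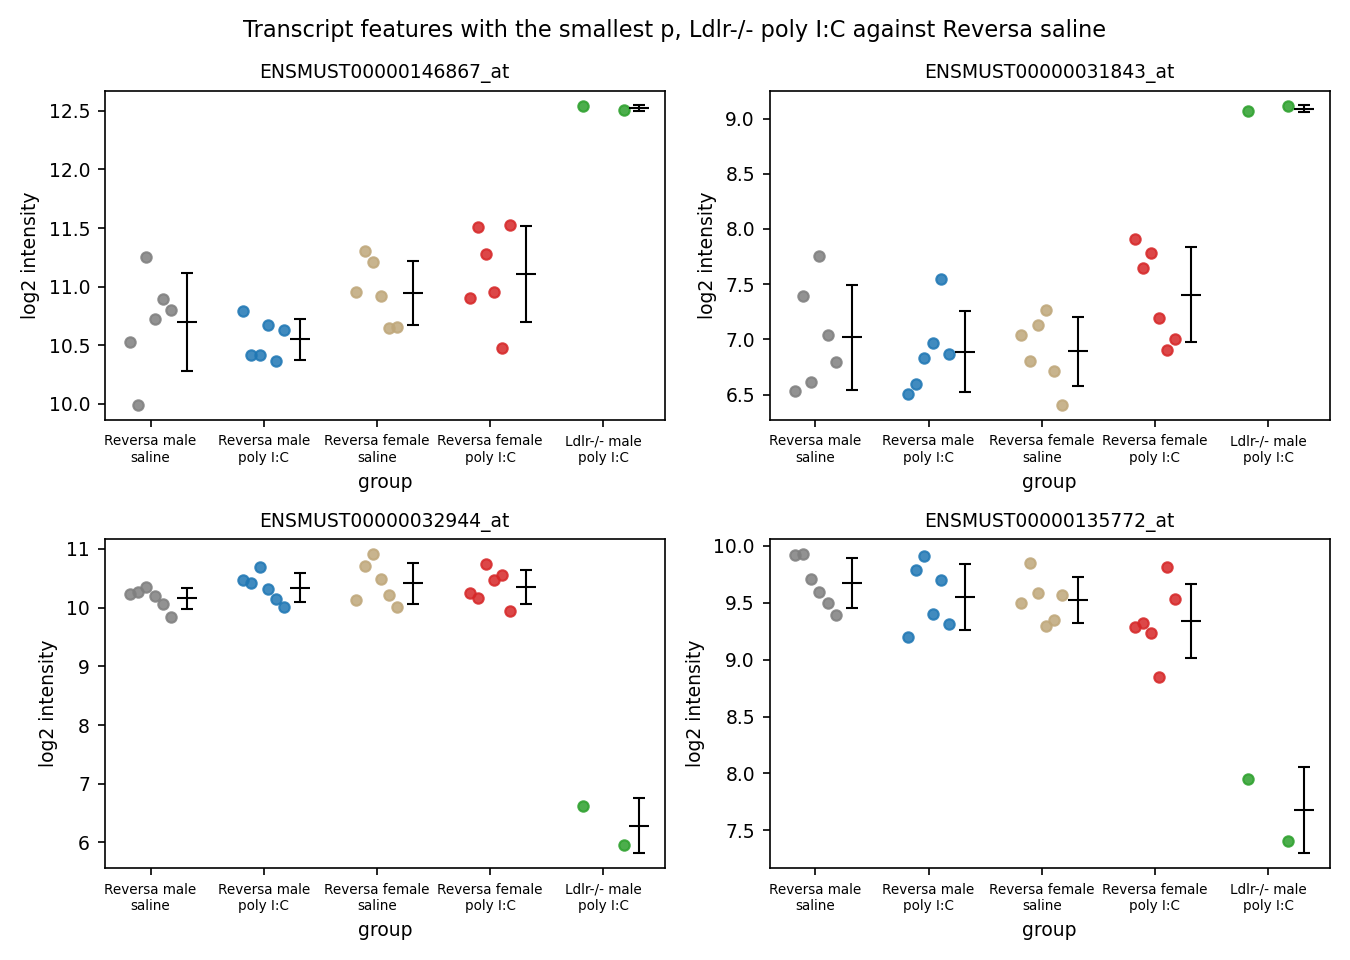
Log2 intensity of 4 transcript features on each array, by group; points are arrays, and the black mark with its bar is the mean ± SD. In each panel the 2 Ldlr-/- arrays stand apart from the Reversa arrays of either treatment, as for ENSMUST00000032944_at at 5.95 and 6.61 in Ldlr-/- males.

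In all, 1856 features had p under 0.01 in this contrast, 593 higher and 1263 lower in Ldlr-/- mice, and 31 passed an adjusted p of 0.05, 11 higher and 20 lower. The count rests on both Ldlr-/- arrays: it was 867 without array 1 and 343 without array 2, and the adjusted counts were 9 and 2. The share of called features that were higher was 32.0%, against 43.4% after quantile normalization, 13.9% after subtraction of array medians and 62.3% with the interquartile range as a covariate. Against the 31, the adjusted count was 6051 with array quality weights and 10 with the replicate number as a block. When poly I:C-treated Reversa mice were set against the Ldlr-/- mice, 1343 features had p under 0.01 and 24 passed the adjusted threshold, 13 higher and 11 lower in Reversa mice. These counts were 681 and 10 without Ldlr-/- array 1 and 250 and 1 without array 2. The share of these features higher in Reversa mice was 59.1%, against 80.7% after subtraction of array medians, 50.4% after quantile normalization, 40.3% without a filter and 32.0% with the interquartile range as a covariate. Here ENSMUST00000032944_at was higher in Reversa mice by 4.00 on the log2 scale (limma adjusted p = 6.16e-12) and ENSMUST00000135772_at by 1.86 (limma adjusted p = 4.10e-05). Feature ENSMUST00000146867_at had a log2 difference of -1.90 (limma adjusted p = 0.000626) and ENSMUST00000031843_at one of -2.04 (limma adjusted p = 0.00249). The treatment effects of these 4 features within Reversa mice had p-values from limma of 0.581, 0.163, 0.967 and 0.260.

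The study used the Ldlr-/- contrast to look for genes that answer to the injection itself. Of the 267 features called for treatment, 27 were also called between Ldlr-/- poly I:C and Reversa saline, all 27 in the same direction. The comparisons share the saline arrays. Unchanged groups simulated against shared controls gave a median of 4 features in 100 draws and at most 118, and independent lists would share 6.80 in the same direction. The simulated groups held no change, so their lists need not match the real 267 and 1856 in size. Their overlaps are therefore not a like measure for the 27. The log2 fold changes correlated at 0.349 across features, where simulated unchanged groups gave a median of 0.288 and a range of -0.198 to 0.618. The covariance was 0.0191 against a simulated mean of 0.00933. With the saline arrays divided between the comparisons, the correlation had a median of 0.123 and ranged from -0.132 to 0.289.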

Values the study reported

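The study reported 213 genes as differentially expressed between plaque macrophages of Mttp-inactivated and vehicle-treated Reversa mice. Of these, 93 were higher and 120 were lower in the Mttp-inactivated animals. Transcripts were selected at a treatment P value below 0.01. Of the 213 genes, only one, Trnt1, also differed between saline-treated Reversa mice and poly I:C-treated Ldlr-/- mice. As a further control for the injection, the study set the 213 genes against genes changed by poly I:C in cultured bone marrow-derived macrophages. It found no excess overlap (Fisher's exact test).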

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

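The tests of the 31 features of the Ldlr-/- contrast, with and without a block, and of the injection, and those with the interquartile range as a covariate, without the 2 narrowest arrays, with pairs of saline arrays and with male arrays 1 and 2 were chosen only after the patterns they bear on had been seen, and the omission of 1 further array was added after the value without the 2 narrowest arrays was known.

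The treatment effect differed between males and females in 2874 features at p under 0.01 and in 3 at adjusted p under 0.05. The width of the arrays differed in the same way, since the effect of poly I:C on the interquartile range was 0.39 higher in males than in females. No other of 100 splits within sex gave as many features, the real split being 1 of 100 and the highest other 1985. Chance in the grouping is thus an unlikely source of the count if the arrays are exchangeable. The splits cannot exclude a chance alignment of the groups with structure shared by some of the arrays. With each array's interquartile range as a covariate, 0.655% of features had p under 0.01, so array width may account for the pattern. Yet quantile normalization between arrays, which makes the widths equal, left 1907 features. The covariate is itself computed from the values it corrects and differs between the groups. Without the 2 narrowest arrays the share was 3.76%, just past the 3.6% set in advance as the bound against those arrays as the source. With any 1 further array left out it ranged from 2.25% to 6.31%. Because of that later check, the part of the 2 arrays cannot be told apart from the rest. In the listed order of samples, a run of arrays holds all poly I:C-treated females but no poly I:C-treated male. It also holds saline-treated males 3 to 5 and saline-treated females 1 to 3. In saline-treated females, widths were 2.14, 2.08 and 2.08 in arrays 1 to 3 and 2.38, 2.27 and 2.37 in arrays 4 to 6. The labels name no batch, and one that follows this order was not separated from a sex difference. A true sex difference in the response to lipid lowering stays open as an untested hypothesis.

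The features ENSMUST00000173061_at and ENSMUST00000136321_at were singled out by the interaction test itself, with differences between the male and female effects of 1.76 and 2.02 on the log2 scale. In poly I:C-treated males, array 1 stood apart for ENSMUST00000173061_at, at 8.54 with the next array at 7.76. It was 1 of 76 sets of 6 arrays examined, and chance alone would mark about 1 in 20 such sets.

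Within one sex, chance could not be excluded for the treatment counts. In males 6 of 100 splits gave as many features as the real 1216, the highest other giving 1795, and in females 18 of 100 gave as many as the real 1198, the highest other giving 2826. For both sexes together 49 of 100 splits gave at least the real 267, and the highest other gave 2446, several times as many, which may point to a structure among the arrays; its source was not tested. For the Spearman correlation between the sexes 7 of 100 splits were as low as -0.274, the lowest other being -0.370, so chance was not excluded there either.

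The contrast of Ldlr-/- poly I:C with Reversa saline rested on 2 arrays. All 30 pairs of saline arrays of the same sex were set against the other saline arrays. Of these, 1 gave as many features at p under 0.01, males 3 and 4 with 2185 features against the real 1856. The median of the pairs was 210. The highest counts came from pairs among males 3 to 5 (2185, 1806 and 1270) and females 4 to 6 (1602, 1776 and 1166). The unadjusted count may thus come from the spread of a pair of arrays that resemble each other, though most pairs gave far fewer. Males 3 to 5 are the saline-treated males inside the run of arrays named above, and females 4 to 6 the saline-treated females outside it. On the first principal component, males 3 to 5 scored from 2.66 to 28.5 and the other saline-treated males from -35.0 to -10.3. Females 4 to 6 scored from -32.5 to -17.2 and females 1 to 3 from 19.7 to 26.4. Whether a batch in this order is the source of that resemblance was not tested. At adjusted p under 0.05 the pairs gave at most 5 features against the real 31. With the replicate number as a block, 1 of 30 pairs exceeded the real 10, with 2311 features. In that fit the blocks of a relabelled pair kept no saline array, while the blocks of the Ldlr-/- arrays did. The counts under the block are therefore not a like measure, and the spread of a pair stays open there. Features were also chosen at p under 0.01 with 1 Ldlr-/- array and measured with the other. The median ratio of the log2 fold change after poly I:C in Reversa mice to that in the other array was 0.138 or 0.150. The upper quartiles were 0.272 and 0.304. This argues against an injection effect alike in both strains and both sexes as the source of most of these features. The Reversa value averaged males and females, whose effects had opposite signs in 63.6% of all features, while both Ldlr-/- arrays were male. The ratios therefore do not test an injection effect alike in males of both strains, which stays open. An injection effect also stays open for others, such as the 27 called for both treatment and this contrast. A batch of male arrays numbered 1 and 2 with the Ldlr-/- arrays was also considered. Fold changes against saline male 1 or 2 were divided by those against males 3 to 6. The median ratios were 1.13 and 0.849 for the 31 features (lower quartiles 0.972 and 0.785) and 1.08 and 0.679 for the 1856. Saline males 1 and 2 were among the arrays used to call these features, which favours ratios near 1. Such a batch therefore stays open. Strain, a response to the injection that differs by strain and a batch of the Ldlr-/- arrays alone stay open as untested.

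Most of the 3080 features that differed between the sexes at p under 0.01 were higher in males. Of 100 splits within treatment only the real one, 1 of 100, gave so many, the highest other giving 2664. At adjusted p under 0.05, 2 of 100 gave at least the real 21, the highest other giving 179. Such counts were rare among the splits. Yet 1 split far exceeded the real adjusted count, so chance is not excluded for that count. The splits also treat the arrays as exchangeable. With the interquartile range as a covariate the share higher in males was 58.0% against 83.1%, so the excess may go with the width of the arrays. That width is computed from the values it corrects and was not shown to measure quality. It also differed within a sex, saline-treated females 1 to 3 being at 2.14, 2.08 and 2.08 and females 4 to 6 at 2.38, 2.27 and 2.37. Females 1 to 3 lie in the run of arrays in the listed order named above, with all poly I:C-treated females. Of the males, only saline-treated males 3 to 5 lie in it. Sex and this order are thus partly confounded, and a batch in this order was not separated from sex. The features with a log2 difference of 6.09 and 7.13 kept their size, the lowest value over the alternatives being 6.00, and a sex difference in the smaller ones stays open.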

How the results depend on the processing

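The fits with a filter at the 0.75 quantile, with the interquartile range as a covariate, without the 2 narrowest arrays, without male saline array 6, with unmerged features and with a block for males against females were chosen only after results had been seen. Counts below that differ from the main ones by more than 1.5 times are given by setting, and the cause of the changes was not tested. The adjusted count for treatment was 0 in all 12 alternatives (limma, with 613 to 3332 features at p under 0.05), and in females it was 0 in all 11. Of 117 values of the 10 named features with adjusted p under 0.05, 102 stayed under it and 15 did not, and of 67 values of the 6 others, 65 stayed at p under 0.01 and 2 did not. In none of the 184 did the direction change. The Spearman correlation of male and female effects lay between -0.392 and -0.161 in 5 alternatives.

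Without a filter, 592 features had p under 0.01 for treatment, 3832 in females (2584 higher and 1248 lower), 5743 for the interaction, 3026 for Ldlr-/- against saline, 2364 for poly I:C-treated Reversa against Ldlr-/- mice and 5607 for sex. At adjusted p under 0.05 the counts were 53 for sex, 0 in males (limma, 7593 at p under 0.05) and 0 for the interaction (17033 at p under 0.05). After quantile normalization, 756 features had p under 0.01 in males and 1907 for the interaction. The adjusted counts were 12 for sex, 0 in males (limma, 3743 at p under 0.05) and 0 for the interaction (6123 at p under 0.05). After subtraction of array medians 63 features passed for Ldlr-/- against saline.

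With array quality weights, the counts at p under 0.01 and at adjusted p under 0.05 were 5120 and 2804 in males, 4819 and 2553 for the interaction, 6738 and 6051 for Ldlr-/- against saline, 7884 and 7884 for Reversa poly I:C against Ldlr-/- and 5890 and 4564 for sex. In females 666 had p under 0.01. The weights were estimated from the same values, and poly I:C-treated females 1 and 2 had the lowest, 0.273 and 0.340.

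Neither the labels nor a correlation over 0.1 in every pair showed that replicate numbers pair the samples. Still, 6 of 12 pairs exceeded 0.1 where random numbers give 2.17 (exact permutation, one-sided p = 0.0154), and 5 saline arrays were closest to the array of their own number where random numbers give 2 (exact permutation, one-sided p = 0.0432), a hint of structure shared by number. With the replicate number as a block, the adjusted count for the interaction was 5, and the counts at p under 0.01 and adjusted p under 0.05 were 1001 and 10 for Ldlr-/- against saline and 874 and 8 for Reversa poly I:C against Ldlr-/-. For males against females, with same-numbered arrays of a treatment as a block, 12 features passed the adjusted threshold.

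With male arrays only, 150 features passed the adjusted threshold for Ldlr-/- against saline, and Reversa poly I:C against Ldlr-/- gave 3060 at p under 0.01 and 415 adjusted. With 1 Ldlr-/- array left out, the counts for Ldlr-/- against saline ranged from 343 to 867 and adjusted from 2 to 9, and those for Reversa poly I:C against Ldlr-/- from 250 to 681 and adjusted from 1 to 10.

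With the filter at the 0.75 quantile, 81 features had p under 0.01 for treatment, 623 in males, 506 in females, 1501 for the interaction, 1058 for Ldlr-/- against saline, 674 for Reversa poly I:C against Ldlr-/- and 1638 for sex. The adjusted counts were 1 for the interaction, 13 for Reversa poly I:C against Ldlr-/-, 2 for sex and 0 in males (limma, 2525 at p under 0.05). With the interquartile range as a covariate, 452 had p under 0.01 in males, 192 in females, 258 for the interaction and 671 for sex, with adjusted counts of 6 for sex, 0 in males (limma, 2696 at p under 0.05) and 0 for the interaction (1703 at p under 0.05). Without the 2 narrowest arrays, 295 had p under 0.01 in females, 1482 for the interaction and 2704 for Reversa poly I:C against Ldlr-/-. The adjusted counts were 221 for Ldlr-/- against saline, 392 for Reversa poly I:C against Ldlr-/-, 64 for sex and 0 for the interaction (limma, 5587 at p under 0.05). Without male saline array 6 they were 233 for the interaction and 0 in males (limma, 5455 at p under 0.05).

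Averages per gene, any transcript per gene, a filter on olfactory receptor genes, a smooth muscle marker covariate and tests of gene lists by other methods were not run, since features were not paired with genes.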

Other observations

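At p under 0.01 in both comparisons, 27 transcript features were called for treatment and also between Ldlr-/- poly I:C and Reversa saline. That is higher than the value quoted from the study above, which counted genes after a detection filter.

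Feature ENSMUST00000032944_at was at 5.95 and 6.61 in the Ldlr-/- males and between 9.84 and 10.91 in the saline-treated Reversa mice. It was the feature with the smallest p against Reversa mice of either treatment.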
